A study of Homo sapiens with 23 samples.

How the data were processed

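CTCF occupancy (12 libraries), H3K4me3 (3), H3K27ac (2) and DNaseI hypersensitivity (4) were analysed as peak lists, and K562 methylation as 2 tables of bisulfite calls. Per the labels' protocols, chromatin was crosslinked, sonicated and immunoprecipitated, DNaseI libraries came from digested nuclei, and bisulfite libraries were captured with Agilent SureSelect Methyl-Seq baits before conversion. The aligner, peak caller, thresholds, methylation caller and genome build were not stated in the labels. The labels say that HCT116 CTCF replicates 1 and 2, both HCT116 H3K4me3 libraries and HCT116 DNaseI replicates 1 and 2 had been released before and were reprocessed for this series. One list was given per library, so replicates were compared library by library.

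The authors' CTCF lists held peaks of mostly 150 bp on a grid of 20 bp. Lists other than HCT116 CTCF replicates 1 and 2 carried a score per peak as deposited, of unstated definition. Within each list every score was a whole multiple of 1 step, from 0.00891 in K562 mock replicate 1 to 0.0211 in DKO replicate 2. The 2 unscored lists also held peaks up to 350 and 390 bp wide. The deposited histone and DNaseI regions carried a score per region as well. Scores were used only to rank or filter peaks within a list. The −log10 column that the authors' lists of HCT116 DNaseI replicates 1 and 2 appear to hold was not used. The deposited bisulfite tables gave for each position a methylated fraction and a read count, and the fraction times the read count was a whole number at 100% of positions. The authors' tables held positions with 5 to 36 reads.

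Peaks on chromosomes 1 to 22, X and Y were merged into sites wherever they overlapped by at least 1 bp. A site was present in a library when it contained a peak of that library. Gained, lost and retained sites were defined as in the results. Shares of sites in other libraries used an overlap of at least 1 bp. Peak numbers and shares were compared by two-sided exact permutation over the 10 splits of 5 libraries into 3 and 2. Site counts were set beside the same counts in those splits. Comparisons with 1 library in a group had no test. Methylation was compared at positions with at least 10 reads in both libraries, by Fisher's exact test with Benjamini-Hochberg adjustment at 0.05. The methylation of a site was the sum of methylated reads over the sum of reads at its positions. Medians were ranked among 10000 random lists of sites matched on the number of covered positions, with 6 or more taken as 1 class, and their intervals came from 2000 bootstrap draws of sites. Sites named in the text were the 3 in each class with the highest value of the lowest score percentile over the scored lists, on chromosomes 1 to 22 and X. For lost sites in DKO only HCT116 replicate 3 had scores. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

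The site comparison was tested on simulated lists built from 34971 sites (36893 were retained in the data) at a detection of 90%. It recovered 80.5% of 200 gained sites, where 81% were possible, and 74.0% of 200 lost sites, where 72.9% were the expected share. It also called 34 unchanged sites gained and 235 lost by missed detection alone. All simulated sites came from those retained in all 5 libraries, so weak or library-specific sites were left out. These false calls therefore do not measure chance calls in the data. There, the pairs of HCT116 and DKO libraries other than the DKO pair had 128 to 3020 private sites. The test of positions was tested on simulated reads, with the recovery given in the results and 0 unchanged positions called.

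Groups, the permutation and Fisher tests, the site definitions and most alternatives were fixed before the data were examined. Added afterwards were the held-out libraries, the pairs within this series, the sets by chromosome 19 share, the classes of sites private to 2 control libraries, the tests on chromosome X, the shares of other site classes across lines, the length-matched DNMT3BKO list, the thinning of positions to 5 reads, the comparison of listed positions at the same coverage, the pairwise comparisons of region lists and the alternatives that join 2 choices. The alternatives were equal numbers of top-scoring peaks, the upper 50% of each list by score, an overlap of 50% of the shorter peak, a distance of 500 bp (1 kb for histone and DNaseI regions), chromosomes 1 to 22 only, leaving out each library, the replicate block, the HCT116 libraries of this series only, coverage minimums of 5 and 20, thinned coverage, and a window of 150 bp either side of the site's centre. CTCF peaks lay past the last gene of the reference annotation on 14 chromosomes, so the positions could not be matched to it. Distances to genes, sequence content and the locus planned by gene name were therefore not analysed here.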

Results

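The study asked how DNA methylation relates to where the transcription factor CTCF sits on the genome. CTCF is a zinc finger protein whose binding at some sequences is known to be sensitive to methylated cytosines. The 23 libraries fell into 14 groups. HCT116 is a human colorectal carcinoma line. CTCF was mapped by ChIP-seq in 3 libraries of the parental line, in 1 library of a line lacking the DNA methyltransferase DNMT1 (DNMT1KO), in 1 library of a line lacking DNMT3B (DNMT3BKO) and in 2 libraries of the double knockout (DKO). HCT116 CTCF replicates 1 and 2 had been released earlier, and replicate 3 was first released in this series. H3K4me3, a histone mark found at active promoters, was mapped in 2 HCT116 libraries and 1 DKO library. H3K27ac, a mark of active promoters and enhancers, was mapped in 1 library of each, and DNaseI-hypersensitive chromatin in 3 HCT116 libraries and 1 DKO library. In K562, a human chronic myeloid leukaemia line, CTCF was mapped in 3 mock-treated libraries and in 2 libraries of cells given the methyltransferase inhibitor 5-aza-2'-deoxycytidine (aza) at 1 µM daily for 3 days. Targeted bisulfite sequencing covered 1 mock and 1 aza library.

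The peak lists gave no read totals, so the depth of the ChIP-seq and DNaseI libraries was unknown, and list length was the only available measure of yield. The HCT116 CTCF lists held 51755, 63687 and 54344 peaks. The DNMT1KO list held 44224 peaks and the DNMT3BKO list 61388. The DKO lists held 60798 and 55458 peaks. The K562 mock lists held 66141, 32798 and 61701 peaks, so that replicate 2 was the shortest list of all CTCF libraries, and the aza lists held 67224 and 62602. Binomial intervals below are exact Clopper-Pearson 95% intervals over sites, and they cover counting error only.

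The first comparison asked whether loss of both methyltransferases changed the number of CTCF peaks. The HCT116 libraries held 56595 ± 6277 peaks (SD, n = 3) and the DKO libraries 58128 ± 3776 (SD, n = 2). The difference of 1533 peaks was smaller than the spread between replicates (two-sided exact permutation test, p = 0.8; the smallest p that 3 against 2 libraries allow is 0.1). It reversed to -888 peaks when HCT116 replicate 1 was left out, and to -1137 peaks when DKO replicate 1 was left out. In K562 the mock libraries held 53547 ± 18105 peaks (SD, n = 3) and the aza libraries 64913 ± 3268 (SD, n = 2), a difference of 11366 peaks (two-sided exact permutation test, p = 0.6). Mock replicate 2 decided that value, since the difference was 992 peaks without it. These tests and the share tests reported further on formed a family of 4, and after Benjamini-Hochberg adjustment both exact peak-number tests had p = 0.8.

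The second comparison asked which sites were occupied in DKO alone. Merging the peaks of the 5 HCT116 and DKO libraries gave 89489 sites, of which 36893 had a peak in all 5. A peak in both DKO libraries and in none of the 3 HCT116 libraries (called gained) was found at 4525 sites, 9.35% of the sites present in both DKO libraries. A peak in all 3 HCT116 libraries and in neither DKO library (called lost) was found at 1601 sites, 3.88% of the sites present in the HCT116 trio. The definitions differ in the number of libraries they require, so the counts were set against the other ways of parting the same 5 libraries into 3 and 2. Among the 10 splits, the DKO pair had the highest number of private sites. The next was the pair of earlier-released HCT116 libraries, with 3020 private sites, and the remaining splits gave 128 to 1250. The number of lost sites was not the highest, because the split that set the earlier-released pair apart left 1752 sites in the other 3 libraries only. The alternative that moved the gained count most, leaving out DKO replicate 2, gave 11148 sites. Leaving out HCT116 replicate 3 raised the lost count from 1601 to 4604.

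**Figure D1:**
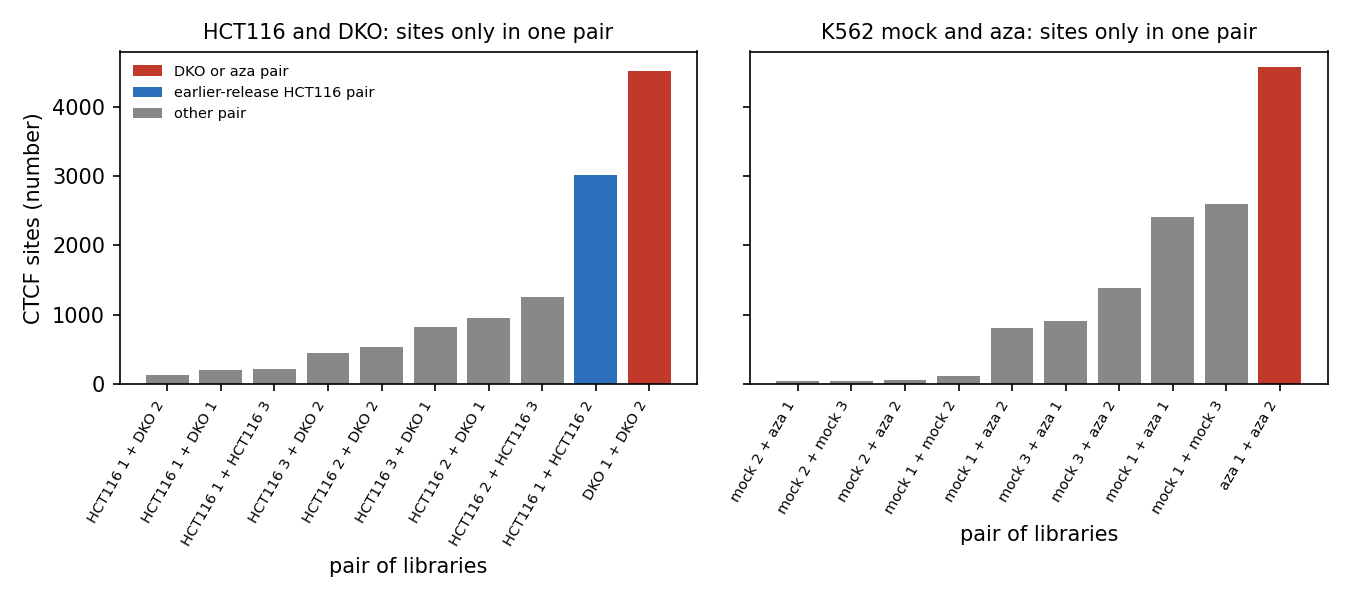
Number of CTCF sites (vertical axis) with a peak in both libraries of a pair and in none of the other 3, for each of the 10 pairs of HCT116 and DKO libraries (left) and of K562 mock and aza libraries (right); bars are single counts without error. The DKO pair (4525 sites) and the aza pair (4571 sites) exceed the next pairs, with 3020 and 2596 sites.

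Library pairs within a group shared 65.7% to 71.8% of their combined sites in HCT116 and DKO, and pairs across groups shared 59.1% to 65.6%. In K562 these ranges overlapped, with 45.8% to 65.4% within groups and 44.1% to 62.0% across groups. HCT116 replicate 3 shared 65.0% and 65.6% with the DKO libraries, above the 59.1% to 60.2% of the earlier-released libraries. With only this HCT116 library as the control, 6968 sites were gained and 7195 were lost in DKO. HCT116 replicate 3 was the only control of the same release as DKO, so release and library cannot be told apart. When the comparison was limited to the 5 libraries of HCT116 origin first released in this series, the DKO pair had 3952 private sites. The other 9 pairs, each of which joined different lines, had 130 to 2325.

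The single knockouts addressed whether loss of 1 enzyme was enough. DNMT1KO had a peak at 14.3% of the DKO-gained sites (95% interval 13.3% to 15.3%, 1 library), and DNMT3BKO at 19.6% (18.5% to 20.8%, 1 library). At retained sites the shares were 92.4% and 99.0%. Gained sites were absent from the HCT116 controls by definition. The share in a parental library outside the definition was therefore measured by holding out each HCT116 library in turn, a comparison chosen after these shares were seen. A held-out HCT116 library had a peak at 16.8% ± 12.5 (SD, n = 3) of the sites gained without it, with a range from 3.35% to 28.1%. Over those 3 definitions, whose sites overlap, DNMT1KO reached 14.6%, 16.6% and 26.1%, above the held-out library in 1 of 3. DNMT3BKO reached 20.9%, 26.9% and 36.7%, above it in 3 of 3. Set against the held-out library of the same definition, DNMT3BKO differed by 17.5, 8.01 and 8.65 points and DNMT1KO by 11.2, -2.31 and -2.02 points. Each single knockout was the same library in all 3 definitions, so no test was made of these differences. The order of the 2 single knockouts depended on list length: with each scored list limited to its 44224 top-scoring peaks and the 2 unscored HCT116 lists whole, the share was 23.8% in DNMT1KO and 9.50% in DNMT3BKO. DKO-lost sites had a peak in 31.5% (29.2% to 33.8%) of cases in DNMT1KO and 79.7% (77.6% to 81.6%) in DNMT3BKO. With the sites lost without HCT116 replicate 3 these shares were 14.6% and 45.1%, and the held-out replicate 3 itself had a peak at 34.4%. With replicates 1 and 2 held out in turn, the held-out library reached 55.9% and 87.7%, DNMT1KO 24.8% and 29.2%, and DNMT3BKO 73.0% and 75.5%. DNMT1KO was thus below the held-out library in 3 of 3 definitions, and DNMT3BKO above it in 2 of 3. All these tallies used whole lists, and those for lost sites followed the order of list lengths. With the DNMT3BKO list alone cut to its 44224 top-scoring peaks, it had a peak at 44.5% of DKO-lost, 5.44% of DKO-gained and 95.2% of retained sites.

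In K562, merging gave 100461 sites, of which 29654 had a peak in all 5 libraries. The number gained in aza was 4571, 8.93% of the sites present in both aza libraries, and the number lost was 191, 0.625% of the sites present in the mock trio. The aza pair had the highest number of private sites of the 10 splits. The next were mock replicates 1 and 3, with 2596, and mock replicate 1 with aza replicate 1, with 2414. The lost count rested on the short list of mock replicate 2. Without that library 4622 sites were gained and 2785 lost. With 32798 top-scoring peaks taken from every library, 1187 were gained and 597 lost. After the shares of several chromosomes had been looked at, that of chromosome 19 parted the K562 libraries in a way that cut across treatment: it was 4.53%, 4.50% and 4.64% in mock replicates 1 and 2 and aza replicate 1, and 3.89% and 4.07% in mock replicate 3 and aza replicate 2. Within mock replicate 3 and aza replicate 2, 15235 sites were found in aza alone and 14234 in mock alone, a ratio of 1.07, which became 1.009 at equal list lengths. Mock replicate 1 and aza replicate 1 also gave a ratio of 1.07, with 17533 and 16407 sites. With 1 library on each side these counts differ mostly as the list lengths do. Whether the excess of gained over lost sites holds within such sets could therefore not be tested.

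Whether the same sites responded in both lines was tested with sites chosen in one line and counted in the other. DKO-gained sites had a peak in 30.7% ± 16.4 (SD, n = 3) of cases in mock K562 libraries and 53.7% ± 6.22 (SD, n = 2) in aza libraries. The difference of 23.1 percentage points had p = 0.2 (two-sided exact permutation test; adjusted p = 0.4), with both aza libraries above all 3 mock libraries. Without mock replicate 2 the difference was 13.8 points. Within the sets of libraries of like chromosome 19 share, aza replicate 1 reached 58.1% against 43.2% and 12.1% in mock replicates 1 and 2, and aza replicate 2 reached 49.3% against 36.8% in mock replicate 3. In the reverse direction, aza-gained sites had a peak in 16.2% ± 3.51 (SD, n = 3) of cases in HCT116 and 31.03% ± 3.36 (SD, n = 2) in DKO, a difference of 14.9 points (two-sided exact permutation test, p = 0.1, the smallest possible here; adjusted p = 0.4). Against the HCT116 library of this series alone it was 15.1 points. With all 3 HCT116 libraries, sites retained in all 5 K562 libraries differed by 1.45 points, and sites found only in mock replicates 1 and 3 by -6.10 points. Against the HCT116 library of this series alone these differences were 1.33 and -2.47 points.

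Chromatin at the DKO-gained sites was compared between DKO and HCT116 with 1 DKO library per assay, so no test was made. In DNaseI data, 56.8% of DKO-gained sites overlapped a region in DKO, against 19.3% ± 6.10 (SD, n = 3) in HCT116. The difference of 37.5 points exceeded the HCT116 spread, and it was 24.5 points at 234927 top-scoring regions per list. At retained sites the share went the other way, from 94.7% ± 0.689 (SD, n = 3) to 85.1%, and at lost sites it went from 75.4% ± 2.57 (SD, n = 3) to 51.5%. These differences were -9.59 and -23.9 points with whole lists, and -17.4 and -37.7 points at 234927 top-scoring regions per list. H3K4me3 regions covered 21.5% of DKO-gained sites in DKO and 6.91% ± 0.141 (SD, n = 2) in HCT116. The difference was 14.6 points, against -3.20 points at retained sites. Both HCT116 H3K4me3 libraries came from the earlier release, so release and genotype cannot be told apart there. H3K27ac regions covered 11.5% (10.6% to 12.5%) of DKO-gained sites in DKO and 4.64% (4.05% to 5.29%) in HCT116, with 1 library each. At equal list length this difference fell to 4.15 points from 6.87.

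**Figure D2:**
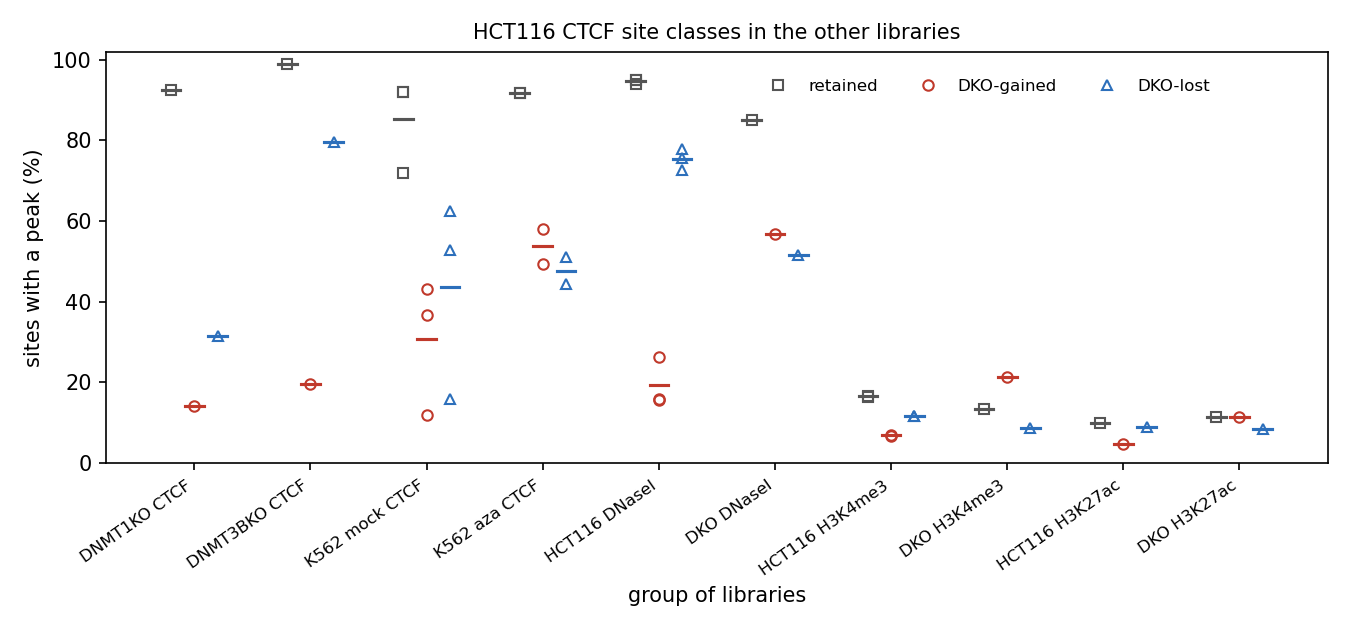
Share of HCT116-defined CTCF sites (vertical axis, percent) with a peak in each library of the other groups (horizontal axis); symbols are single libraries, bars their means, squares retained, circles DKO-gained and triangles DKO-lost sites. DKO-gained sites rise from 19.3% to 56.8% in DNaseI and from 6.91% to 21.5% in H3K4me3 between HCT116 and DKO.

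Regions found in DKO alone were also counted genome-wide. H3K4me3 gave 7546 such regions, 29.5% of the DKO list, while the HCT116 libraries had 2492 (9.68%) and 2961 (11.4%) regions absent from the other. In the reverse direction, 8162 (31.7%) and 8557 (32.8%) regions of the HCT116 libraries were absent from DKO. H3K27ac gave 21973 DKO-only regions, 54.3% of a list of 40502, against 5968 (24.2%) HCT116-only regions in a list of 24658. With equal list lengths the counts were 9173 and 8368. Most of the difference thus went with the list lengths, and at equal lengths the DKO-only share stayed the higher (37.2% against 33.9%). With 1 library on each side there was no replicate spread to set this against, so the direction of change stayed undecided. DNaseI gave 420065 DKO-only regions, 72.3% of a list of 580986. Held against its 2 companions, each HCT116 DNaseI library had 44.0%, 41.8% and 66.3% private regions, while DKO was held against all 3. At equal list lengths and with 2 HCT116 lists to compare with in every case, DKO had 58.5%, 58.6% and 61.1% private regions, against 43.1%, 43.2% and 58.3% for the HCT116 libraries. In pairs of single lists of equal length, 65.1%, 65.1% and 67.3% of HCT116 regions were absent from DKO and 64.8% to 66.3% of DKO regions from an HCT116 list, against 47.7% to 62.7% between HCT116 libraries. DKO was above the HCT116 values in both comparisons, and closest to those of HCT116 replicate 3.

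The bisulfite libraries listed 2355964 positions in mock at a mean coverage of 13.4 reads and 1497919 in aza at 9.51 reads, with coverage from 5 to 36 in both. The read-weighted methylation level was 24.2% in mock and 17.6% in aza over each table's own positions. At 437116 positions covered by at least 10 reads in both, the levels were 10.1% and 8.94%, the median difference was 0 percentage points and the mean difference -0.955 points. Fisher's exact test of methylated and unmethylated reads, with Benjamini-Hochberg adjustment, found 0 positions with a lower and 0 with a higher level in aza, and 402 positions had an unadjusted p under 0.05. These tests compare the 2 libraries, not the conditions. In simulated reads of the same coverage, 200 of the 437116 positions were lowered. The test recovered 13% of them at a drop of 60 points, 66.5% at 80 points and 95.5% at 100 points. Drops of 60 points confined to so few positions were thus mostly missed at this depth. Changes at many positions at once, for which the adjustment is less strict, were not simulated. Of positions with at least 10 reads, 0.446% in mock and 0.601% in aza had a level between 20% and 80%, so the tables held few intermediate levels at that coverage.

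CTCF sites were then set against methylation in mock cells. Aza-gained sites with a covered position (779 of 4571, median 55 reads per site) had a median mock methylation of 90.9% (quartiles 1.32% to 98.2%). This was above all 10000 random lists of K562 CTCF sites matched on the number of covered positions, whose medians ran from 0.629% to 1.35%. A level of at least 80% was found at 56.0% of aza-gained sites (52.4% to 59.5%), against 2.70% of retained sites (2.32% to 3.11%, 6678 sites). The median of retained sites was 0.703%. Sites found only in mock replicates 1 and 3 had a median of 0.849% and a share of 2.92% (1.71% to 4.64%, 582 sites). The coverage minimum moved the aza-gained median most, to 78.6% with at least 5 reads. The measured change at these sites was small. At the 305 aza-gained sites covered in both libraries the median change was -0.162 points, below all 10000 random lists, whose lowest median was -0.146 points, but its bootstrap 95% interval ran from -0.587 to 0 points. It was 0 points with at least 20 reads. The sites covered in both had a median mock methylation of 5.88%, so most of the methylated gained sites had no aza value at this coverage. The random lists were not matched on mock methylation, and retained sites covered in both had a median of 0.662%. The rank among random lists therefore cannot separate a change particular to gained sites from their higher starting level. At the 128 gained sites with at least 80% in mock and a value in both, the median change was -0.524 points and 0 sites fell by 50 points or more. The same median was 0 points at 33 retained sites, -3.05 at 4 sites found only in mock replicates 1 and 3, and -1.10 at 151 DKO-gained sites.

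**Figure D3:**
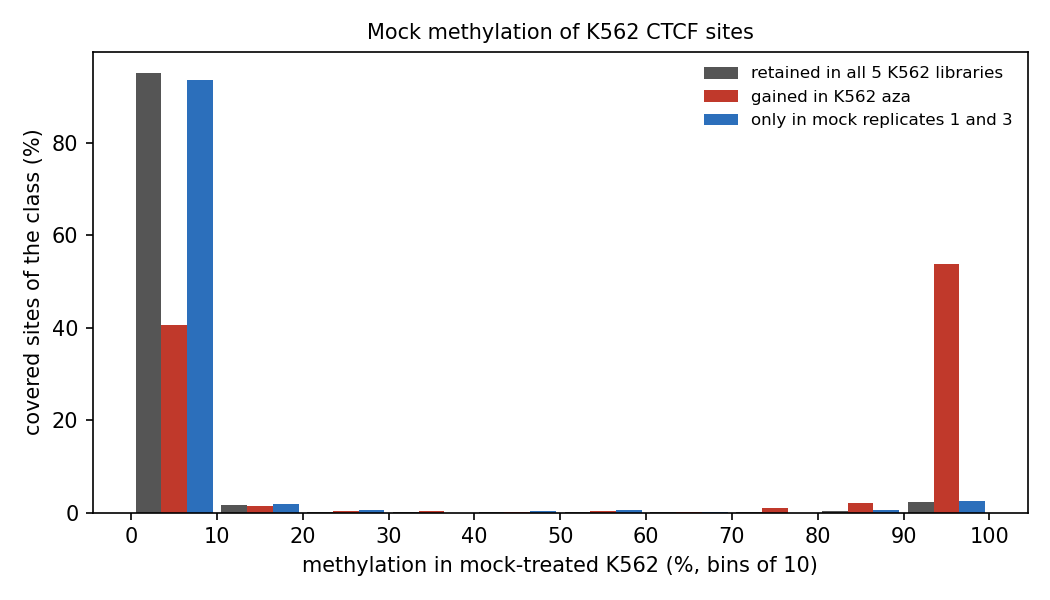
Distribution of methylation in mock-treated K562 (horizontal axis, percent, bins of 10) over K562 CTCF sites with a covered position (vertical axis, percent of the sites of a class); bars are 1 bisulfite library without error. Aza-gained sites fall into a low and a high group, with 56.0% at 80% methylation or more, against 2.70% of retained sites and 2.92% of sites found only in mock replicates 1 and 3.

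For DKO-gained sites only K562 methylation was at hand, which is that of another line. Their median mock methylation was 4.55% (1315 sites, quartiles 0.733% to 96.1%), above all 10000 random lists (0.794% to 1.28%). A level of at least 80% was found at 35.8% of them (33.2% to 38.5%), against 6.28% of retained sites (5.74% to 6.85%), 17.2% of lost sites (12.01% to 23.5%, 180 sites) and 10.8% of sites found only in the earlier-released HCT116 pair (7.48% to 15.03%, 286 sites).

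The sites named here were picked by score rank within the authors' lists. Positions are as deposited; the build was not stated and no gene annotation was applied. The highest ranked DKO-gained site lay on chromosome 6 from 11044741 to 11044890 (lowest score percentile over both DKO lists 99.8). It had no peak in either single knockout and a peak in all 5 K562 libraries, and it overlapped an H3K4me3 region in DKO alone. The others lay on chromosome 18 from 75612141 to 75612290 (percentile 99.2) and on chromosome 8 from 145163201 to 145163370 (99.2). Both had a peak in DNMT1KO and none in DNMT3BKO, and the site on chromosome 8 had a peak in both aza libraries and in none of the mock libraries. The highest ranked lost sites, by the score of HCT116 replicate 3 alone, lay on chromosome 20 from 31377941 to 31378110 (95.8), on chromosome 1 from 207030261 to 207030450 (89.9) and on chromosome 17 from 65356061 to 65356230 (79.96). All 3 had a peak in DNMT1KO, and those on chromosomes 1 and 17 also had a peak in DNMT3BKO. Of all DKO-lost sites, 31.5% had a peak in DNMT1KO and 79.7% in DNMT3BKO. Aza-gained sites lay on chromosome 7 from 106300841 to 106301030 (98.3), on chromosome 22 from 19760621 to 19760810 (85.7) and on chromosome 9 from 134056581 to 134056750 (85.7). The site on chromosome 7 also had a peak in both DKO libraries and in HCT116 replicate 3. The highest ranked aza-lost sites had lower percentiles, from 40.4 to 44.9, and lay on chromosome 22 from 21375581 to 21375910, on chromosome 8 from 105702461 to 105702630 and on chromosome 13 from 31624681 to 31624890. None of the 12 sites contained a position with at least 10 reads in either bisulfite library.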

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

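Of 145 alternative values over 22 results, 80 stayed within the preset margin, 63 moved beyond it and 2 reversed. The margin was a factor of 1.5 for counts of sites, regions and positions. For differences in peak number and for the cross-line share differences only a change of sign was counted. By that rule the K562 peak-number difference stayed within the margin even at 992 against 11366 peaks. For other values the margin was the replicate spread or the 95% interval. Alternatives chosen after the data were seen were those that joined the HCT116 library of this series or the omission of mock replicate 2 to another choice, the omission of mock replicate 2 or of the earlier-released libraries from the share comparisons, and the K562 comparisons within libraries of like chromosome 19 share.

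The difference in peak number was the only result to reverse. It ran from -1137 to 5079 peaks across the 5 comparisons that each left out 1 DKO or HCT116 library (-888 without HCT116 replicate 1). In K562 it ran from 992 to 17664 peaks. The cause was not tested.

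Gained counts ran from 4682 to 11148 sites in DKO and from 4622 to 14157 in K562 aza across the comparisons that each left out 1 library, and lost counts from 1787 to 4604 and from 237 to 2785. Fewer libraries relax both definitions, so the counts rise by construction. Single libraries that moved a gained count by over 1.5 times were DKO replicates 1 (8548 without it) and 2 (11148), aza replicates 1 (11690) and 2 (14157) and mock replicate 1 (6894). For lost counts they were HCT116 replicates 1 (2833) and 3 (4604), DKO replicates 1 (3504) and 2 (2484), mock replicates 2 (2785) and 3 (305) and aza replicates 1 (594) and 2 (497). Using only the HCT116 library of this series gave 6968 gained and 7195 lost sites in DKO. With equal numbers of top-scoring peaks as well, 8102 were lost, and the gained count stayed within its margin at 6103. With the upper 50% of each of these lists by score, both counts stayed within their margin, at 3541 gained and 2092 lost, and gained sites then outnumbered lost ones. For K562, equal numbers of top-scoring peaks gave 1187 gained and 597 lost sites, and the upper 50% of each list 1441 and 45. Omitting mock replicate 2 and taking equal numbers together gave 2852 lost sites, with 4333 gained. Mock replicate 3 against aza replicate 2 alone gave 15235 gained and 14234 lost sites, and mock replicates 1 and 2 against aza replicate 1 gave 17293 and 659. The overlap rule, the 500 bp distance and the restriction to chromosomes 1 to 22 kept all 4 counts within the margin.

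In HCT116 and DKO the replicate numbers did not pair the libraries: the correlation of deviations between same-numbered libraries was -0.00621 and 0.00531. In K562 it was 0.0618 for number 1 and 0.00230 for number 2. The value for number 1 was the highest between mock and aza libraries, next to 0.0611 for mock replicate 3 with aza replicate 2. Both pairs lay within the sets of like chromosome 19 share. With the replicate block, using the numbers 1 and 2 only, the peak-number differences were 407 in DKO and 15444 in K562. The block counts were 6277 gained and 4621 lost sites in DKO, and 6689 gained and 302 lost sites in K562.

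Shares of DKO-gained sites in DNMT1KO ran from 8.001% (without DKO replicate 2) to 26.1%, and in DNMT3BKO from 16.3% to 36.7%, when 1 library was left out of the definition. Both highest values were those without HCT116 replicate 3. Without DKO replicate 1 the DNMT1KO share was 9.35%. Equal numbers of top-scoring peaks gave 23.8% and 9.50%, which exchanged their order. The cross-line differences kept their sign: the aza minus mock difference ran from 13.8 to 22.9 points and the DKO minus HCT116 difference from 7.24 to 14.7 points across the comparisons with 1 library left out. With equal numbers of top-scoring peaks they were 6.17 and 12.4 points. The first value used 32798 peaks from each K562 list. For the second, HCT116 replicates 1 and 2 had no score, so the HCT116 and DKO lists compared were not all of equal length. The DNaseI difference at gained sites ran from 22.5 to 36.8 points, the H3K4me3 difference from 8.58 to 14.1 and the H3K27ac difference from 4.68 to 6.79. Equal list lengths gave 24.5 points for DNaseI and 4.15 for H3K27ac. Using HCT116 DNaseI replicate 3 alone gave 30.5 points. For regions found in DKO alone, equal list lengths gave 131269 for DNaseI and 9173 for H3K27ac, and a distance of 1 kb gave 247016 for DNaseI. The H3K4me3 count stayed within its margin under each alternative tried.

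Counts of positions that differed between the bisulfite libraries were 0 under each alternative. This says little about stability, given the recovery in simulated reads with 200 changed positions. The mean difference was -1.96 points with at least 5 reads and -0.453 with at least 20. At positions at least 80% methylated in mock, the mean change was -5.77 points with at least 5 reads, -1.96 with at least 10 and -0.906 with at least 20. Of these positions, 1.85%, 0.0323% and 0% fell by 50 points or more. The median mock methylation of aza-gained sites was 78.6% with at least 5 reads, 95.6% with at least 20 and 95% with equal numbers of top-scoring peaks. Their median change was -1.22 points with at least 5 reads and -0.667 with equal numbers. The median of DKO-gained sites was 13.04% with at least 5 reads, 1.47% with at least 20, and 3.44% with only the HCT116 library of this series and equal numbers of top-scoring peaks.

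Not run were the score-based alternatives over all 5 HCT116 and DKO libraries, since 2 of the lists carried no score, and the same alternative for the methylation of DKO-gained sites. Also not run were the alternatives for distances to transcription starts and CpG-rich sequence and for the locus planned by gene name, which need a reference of the same build.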

Other observations

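Tests chosen only after the result, or a close relative of it, was seen were the private sites of pairs within this series with whole and with equal lists, the DKO-lost share in aza against mock libraries, the length-matched DNMT3BKO list, the thinning of reads and the rank of chromosome X sites, and the bounds by which each test was read were not set in advance. The counts over splits were planned, but how they would be read was written down afterwards.

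The 4 counts of gained and lost sites were set against all 10 ways of parting their 5 libraries. For sites gained in DKO, 1 of the 10 splits, the real one, gave as many, and the same held for sites gained in K562 aza (1 of 10). For sites lost in DKO 2 of the 10 splits gave as many, the other being the split by earlier release, and for sites lost in K562 aza 5 of the 10 did. With 10 splits the share is never under 0.1, so chance cannot be told apart from genotype or treatment by this count alone.

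The larger number of private sites in the DKO pair has technical explanations in the earlier release of 2 HCT116 libraries and in list length. Among the 5 libraries of HCT116 origin first released in this series, the DKO pair had 3952 private sites and the other 9 pairs at most 2325. At 44224 top-scoring peaks per list the DKO pair had 2494 and the other pairs at most 1210. Both values argue against either explanation as the whole cause. Each of the other 9 pairs joined different lines, whereas the DKO pair joined replicates of the same line. The values therefore do not show how many private sites a replicate pair of any line would have. Among the 5 HCT116 and DKO libraries, the earlier-released HCT116 pair had 3020. The gained counts of DKO against HCT116 replicate 3 had been seen before these tests. The 2 DKO libraries may still share a preparation batch that the labels do not record. Such a batch and other traits of the DKO line stay open beside an effect of the genotype.

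DKO-gained sites were found more often in aza than in mock K562 libraries. If aza libraries recovered more sites of every kind, DKO-lost sites would rise too. With all 3 mock libraries the share of DKO-lost sites was 3.96 points higher in aza and that of retained sites 6.38 points higher, against 23.1 points for DKO-gained sites. The short list of mock replicate 2 entered all of these values. Leaving it out, the share of DKO-lost sites changed by -9.99 points and that of retained sites by -0.336 points, against 13.8 points for DKO-gained sites. With all 5 libraries at 32798 top-scoring peaks, DKO-lost sites changed by -3.50 points and retained sites by -0.769 points, against 6.17 points for DKO-gained sites. More sites of every kind in aza are therefore argued against as the whole cause. A shared response to lower methylation in both lines is a hypothesis that these values leave open, with 2 libraries on the side of each treatment.

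Aza-gained sites split into a methylated and an unmethylated group in mock cells. One technical reading is that sites at the edge of detection are methylated whatever the treatment. Sites seen only in mock replicates 1 and 3, which were likewise found in 2 of the 5 libraries, had a median mock methylation of 0.849%. The other pairs with at least 500 private sites had 5.59% to 21.3% of sites at 80% methylation or more, apart from the 2.92% of that mock pair, and the aza pair had 56.0%. Each of these pairs other than the aza pair included a mock library, so its sites had a peak in mock cells. The values therefore argue against this reading only for sites with a mock peak. Weakly detected sites without a mock peak were not examined. The aza-gained list may join methylation-dependent sites with sites that differ for other reasons, since 56.0% of its covered sites were methylated. As 17.0% of its sites were covered, the larger part was not observed.

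DKO-lost sites were present in 79.7% of cases in DNMT3BKO and 31.5% in DNMT1KO. The DNMT1KO list was the shorter one. At its length of 44224 peaks the DNMT3BKO share was 44.5%, so list length may account for most of the gap. The rest cannot be told apart from variation between single libraries, because each single knockout had 1 library.

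The deposited methylation calls had an unusual shape. Levels from 40% to 60% made up 12.9% of mock positions at a coverage of 5 reads, 0.777% at 10 reads and 0 of 55710 at 20 reads (95% upper limit 0.00662%). Sampling noise is argued against: mock positions with at least 20 reads, thinned to 5 reads, had such levels at 0.0332%. Nor is it wholly a matter of different positions, since positions with at least 20 reads in mock and 5 in aza had such levels at 6.53% in aza. The libraries also differ in treatment, but the reverse comparison went the same way. Positions with at least 20 reads in aza and 5 in mock had such levels at 4.61% in mock (1453 positions). The aza value lies between the 0.0350% of thinned aza positions and the 10.9% of all aza positions at 5 reads, so different positions may be part of the cause. A filter or a calling rule before deposit, or PCR copies of single molecules, remains open and was not tested. No biological explanation was tested.

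Positions that were at least 90% methylated in mock were listed in the aza table less often (54.8%) than positions at most 10% methylated (76.6%). Lower coverage of methylated positions in mock is argued against as the whole cause: at the same mock coverage the gap was 18.7 points, in the same direction at each of the 27 coverages from 10 to 36. Loss of partly demethylated positions from the aza table may contribute, which would hide the very change the treatment aims at. Lower aza coverage of those regions stays open as well.

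The pattern on chromosome X was noticed while shares of several chromosomes were compared across assays. Chromosome X held 2.57% ± 0.139 (SD, n = 3) of CTCF peaks in HCT116, 2.51% in DNMT1KO, 2.67% in DNMT3BKO and 2.06% ± 0.0473 (SD, n = 2) in DKO. Of the sites in all 3 HCT116 libraries, 9.07% were lost in DKO on X (7.39% to 10.99%), against 3.03% to 4.66% on single autosomes, and gained sites made up 3.60% on X (2.52% to 4.98%) against 7.32% to 16.3%. If the signal were weaker along the whole chromosome, as with fewer copies, sites retained on X would rank lower in DKO as well. Their median score percentile relative to autosomal sites was -22.8 ± 0.709 (SD, n = 2) in DKO and -19.2 ± 0.741 (SD, n = 3) in the scored HCT116, DNMT1KO and DNMT3BKO libraries, a shift of -3.68, which goes with that explanation. The share of H3K4me3 regions on X was 2.42% in HCT116 and 2.23% in DKO, and that of H3K27ac regions 2.34% and 1.97%. DNaseI did not follow, with 1.35% ± 0.296 (SD, n = 3) in HCT116 and 1.497% in DKO. Fewer copies of X in the DKO clone and an effect of the genotype on X are both open.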
